A study of Homo sapiens with 18 samples.

How the data were processed

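The series held 18 samples: 16 lentiMPRA libraries (DNA and RNA of 4 replicates in each of 2 cell types) and 2 libraries that linked barcodes to designed elements. Per the labels' protocols, DNA and RNA were taken from one lysate with a combined extraction kit, and libraries were made by a published lentiMPRA protocol. Neurons were the line KOLF2.1J-hNGN2, in which a transgene for the transcription factor NGN2 turns stem cells into excitatory neurons, and HEK293FT is a fast-growing human embryonic kidney line. The labels number the replicates and do not say whether each was a separate culture, so p-values measure the spread between these samples, which may be technical.

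The deposited tables gave raw counts: per element and replicate, the DNA and RNA reads summed over its barcodes, with the number of barcodes. The deposited normalised DNA and RNA values, a signal equal to counts divided by barcodes and by a scaled library total, and the deposited log2 ratio of the 2 were read from the values and used only for checks. The submitters' processing notes name bcl2fastq and the build hg38, and the software that assigned barcodes and counted reads is not given in the sources used here. The tables held elements with at least 10 barcodes in a replicate, at no fewer than 10 DNA counts per barcode on average. The deposited barcode dictionary listed 51639446 barcodes over 35091 elements, with a median of 1164 per element. Element names gave 1-based hg38 positions: the reference allele matched the genome at 15117 of 15117 named positions. Genes, exons and introns were taken from GENCODE release 44. A window is an element of 219 bases with the tested position in its middle, and base changes are written as reference base, chromosome 17 position and alternate base.

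Activity was log2 of RNA over DNA, with library totals scaled by the TMM factors of edgeR for the tests and the median of negative controls set to 0. Allele tests used library totals without such factors. The effect of an allele was the log2 ratio of the alternate element's RNA/DNA to that of its reference element. Both elements needed at least 10 barcodes in all 4 replicates. Allele effects were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the allele's DNA fitted per replicate so that RNA was compared with DNA of the same replicate. Activity was tested with the same tool and a term for each replicate, and differences between cell types by the interaction term. Groups of windows were compared between cell types with limma 3.58.1. P-values were adjusted by Benjamini-Hochberg within known variants, promoter substitutions, promoter deletions and scrambled pairs separately, with a threshold of 0.05. Values are means ± SD over 4 replicates of log2 ratios with a pseudocount of 1. All Fisher tests and permutation tests were two-sided.

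Pairing by number was checked before the fits were compared. Deviations of DNA and RNA of one number correlated at 0.75 to 0.775 in neurons and 0.866 to 0.885 in HEK293FT cells, against at most -0.05 for other numbers, so DNA and RNA were paired. Numbers did not pair neurons with HEK293FT cells (r of -0.03 to 0.00). In neurons the barcode numbers of an element varied within replicates 1 and 2 at 0.853 times, and within 3 and 4 at 0.879 times, the variance of independent draws, and at 1.43 to 2.10 times across these pairs. Activity of 0 of 29631 elements differed between the pairs (limma, 2338 at an unadjusted p below 0.05). In HEK293FT cells the ratio was 0.637 to 0.683 for every pair of replicates. Activity of 0 of 27067 elements differed there under each split of the replicates into pairs (limma). At an unadjusted p below 0.05, 2724 elements differed between replicates 1 and 4 and replicates 2 and 3. The other splits gave 1012 and 751, so activity in HEK293FT cells also varied between sets of replicates.

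The rules for named items, tests and most alternatives were set before the data were examined. Named alleles were those past the threshold with the same sign in all 4 replicates, the 10 largest known variants per cell type and, in the promoter, the 10 largest decreases and 5 largest increases. Promoter windows of 10 bases needed at least 15 tested substitutions, and up to 5 with the largest share lower and 3 with the largest share higher were named. For activity, the 5 most and 5 least active groups per cell type and the 5 largest differences each way were ranked, over groups of at least 10 reference windows. A further condition for named alleles, a rank test over single barcodes, could not be applied to element sums. The donor, the individually named promoter deletions and the positions set beside named windows were singled out after their values were seen. Motifs were matched as exact consensus on both strands, and calls inside matches were compared with calls outside by Fisher's exact test.

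Each test was run on simulated counts drawn from the means, spreads and library sizes of the real libraries, with 200 pairs or elements changed by 1 of 3 sizes. In neurons 53.7% of allele effects of 0.25, 98.5% of those of 0.5 and 100% of those of 1 (log2) were recovered, and in HEK293FT cells 77.6%, 98.5% and 100%. For the difference between cell types the shares were 26.9%, 88.1% and 100%. Counts from PCR without molecular identifiers are not independent molecules. Alternatives were DESeq2 1.42.0, limma, a minimum of 20 barcodes, no pairing of DNA and RNA, RNA alone, other centring and scaling, and leaving out each replicate. After centring on negative controls, scaling by size factors moves nearly no call and says nothing about stability. Added after the data were seen were summed neighbouring references, summed neuron replicates 1 and 2, centring on scrambled elements, and a limit on effect size from scrambled pairs. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made tables, motif tests and figures.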

Results

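The series measured how short pieces of human chromosome 17 around MAPT, the gene for the microtubule-associated protein tau, drive a reporter, and how single base changes alter that activity. In a lentiviral massively parallel reporter assay (lentiMPRA), each designed element sits in a lentivirus in front of a reporter that carries random barcodes, and the barcodes read in RNA are set against those read in integrated DNA. The library held 35091 designed elements. They covered known variants in 183 groups of overlapping windows between positions 44904682 and 46099521 (hg38, chromosome 17), every substitution and deletion at 2000 positions around the MAPT promoter (45893536 to 45895535), scrambled sequences, and positive and negative controls. The library was read in neurons made by NGN2 expression from the induced pluripotent stem cell line KOLF2.1J (transduced on day 14 and collected on day 18) and in HEK293FT cells, a human embryonic kidney line. Each cell type had 4 replicates of DNA and of RNA, 16 libraries in all.

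Depth differed between the cell types and between replicates. Neuron libraries held 31647965 to 102985965 DNA counts and 31943729 to 91609442 RNA counts per replicate, and HEK293FT libraries held 13281250 to 23993941 and 24425542 to 39950031. The median number of barcodes behind an element was 132, 132, 55 and 84 in neuron replicates 1 to 4, and 50, 54, 42 and 34 in those of HEK293FT cells. In all 4 replicates 29631 elements were measured in neurons and 27067 in HEK293FT cells. Neuron replicates 1 and 2 resembled each other in the number of barcodes recovered per element, as did replicates 3 and 4.

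The first comparison asked which known alleles change the activity of a regulatory element in neurons. Of 7121 alternate alleles, 72 differed from their reference, 29 higher and 43 lower, with a median size of 0.25 on the log2 scale. The largest effect was that of C45837342T, in an intron of the antisense gene MAPT-AS1 and 4204 bases from the nearest start of CRHR1, the gene for a receptor of corticotropin-releasing hormone. It fell by 0.94 ± 0.06 (SD, n = 4, adjusted p = 1.44e-13), from an activity of 0.20 to -0.74. G45788289A, in an intron of CRHR1, rose by 0.69 ± 0.16 (adjusted p = 3.69e-08). G45432606T, in an intron of ARHGAP27, fell by 0.65 ± 0.10 (adjusted p = 4.17e-16).

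Within MAPT itself, A45978439C in a coding exon was higher by 0.52 ± 0.28 and A45981418G in an intron by 0.44 ± 0.29, with 0.21 and 0.24 in replicates 1 and 2 and 0.83 and 0.47 in replicates 3 and 4. The deletion 45853273_altseq_CAGGT_to_C in MAPT-AS1 was higher by 0.58 ± 0.25. G45371780A, between genes and 24128 bases from the nearest start of ARHGAP27, had a value of -0.48 ± 0.23. It lay in the element group with the highest mean activity in neurons, a rank not held in replicates 1 and 2. The effect of G45371780A differed between replicates 1 and 2 (-0.37 and -0.21) and replicates 3 and 4 (-0.61 and -0.71). The other 3 of the 10 largest effects were decreases of 0.52 to 0.56: C46030606A in the KANSL1 untranslated region, C45823443A in introns of CRHR1 and MAPT-AS1, and A45843762G in an exon of MAPT-AS1. A45843762G was at -0.59 and -0.71 in replicates 1 and 2 and at -0.38 and -0.41 in replicates 3 and 4, and C45823443A at -0.41 and -0.34 and at -0.92 and -0.51. By class, 70 of 6720 single-nucleotide variants, 1 of 277 deletions and 1 of 124 insertions passed. The count of 72 was 30 under DESeq2, 3 under limma and 0 with edgeR when DNA and RNA were not paired within replicates (24 at an unadjusted p below 0.05), 37 with neuron replicates 1 and 2 summed, and 42, 26 and 44 without replicate 1, 2 or 4. C46030606A, on 14 barcodes in its thinnest replicate, did not pass without replicate 1, 2 or 4 (-0.50, -0.64 and -0.53), A45981418G not without replicate 2, 3 or 4 (0.47, 0.30 and 0.39), and A45978439C not without replicate 2 (0.41).

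In HEK293FT cells 773 of 6208 alternate alleles differed from their reference, 396 higher and 377 lower, with a median size of 0.21. The largest was A45981378G in an intron of MAPT, which fell by 1.26 ± 0.23 (n = 4, adjusted p = 7.03e-16) on as few as 14 barcodes of the alternate and 18 of the reference element. A46076239C in an intron of KANSL1, which encodes a scaffold of a histone acetyltransferase complex, fell by 0.90 ± 0.43 (adjusted p = 9.87e-10). It rested on as few as 11 barcodes of the alternate and 15 of the reference element. C45853244A in MAPT-AS1 rose by 0.84 ± 0.13 (adjusted p = 1.65e-14), and G45219341A in FMNL1-DT fell by 0.75 ± 0.04 (adjusted p = 3.47e-11).

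Among the 10 largest, 3 lay close together in one intron of KANSL1, inside the element group with the highest activity in these cells. C46099150T raised activity from 2.34 to 3.06, whereas G46099100C lowered it from 1.71 to 1.00 and the deletion 46099058_altseq_TC_to_T from 1.60 to 0.89. In this order they rested on as few as 18, 16 and 19 barcodes of the alternate and 19, 14 and 21 of the reference element. Of the 10 largest, 4 could be tested at a minimum of 20 barcodes, and these 4 passed in the same direction. The deletion 46014571_altseq_CAGAA_to_C in an intron of MAPT was higher by 0.68 ± 0.14, C45650504G in LINC02210 by 0.69 ± 0.10, and T45776165A near CRHR1 was lower by 0.67 ± 0.11. The count was 90 under DESeq2, 389 under limma, 0 with edgeR without pairing within replicates (59 at an unadjusted p below 0.05) and 438 without replicate 2. With an effect outside the central 95% of scrambled pairs (-0.30 to 0.35, stricter for increases), 101 of the 773 were left, 30 higher and 71 lower.

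The next comparison tested the MAPT promoter base by base. In neurons the strongest feature was the splice donor at the end of exon 1 of the transcript MAPT-201 (45894554 to 45894686), where base changes raised reporter activity. These bases were singled out after their values were seen, so no test against the other bases is given. Of 27 substitutions tested in the 9 donor bases CAGGTAAGC (45894684 to 45894692), 22 were higher and 0 lower, against 47 higher of 5224 elsewhere. The 6 substitutions of the first 2 intron bases, 45894687 and 45894688, rose by 0.97 ± 0.05 on average (SD over 4 replicates), with a range of 0.93 to 1.02. G45894687A rose by 1.02 ± 0.16 and T45894688A by 0.94 ± 0.11. The deletions named by these 9 positions gave 0.68 to 1.00. Names of promoter deletions give a position and not a length, so the number of bases removed is not known. At 45894692 the deletion gave 0.68, whereas the 3 substitutions averaged 0.05.

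**Figure D1:**
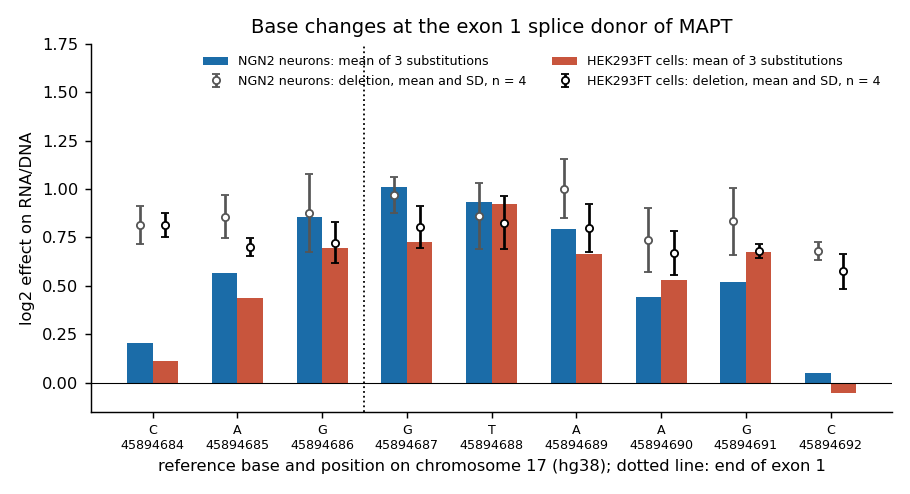
Bars show the mean log2 effect of the 3 substitutions at each of the 9 donor bases of MAPT exon 1 (45894684 to 45894692, hg38). Open circles show the deletion named by that position, of unknown length, with its SD over 4 replicates, in NGN2 neurons and HEK293FT cells. Substitutions at 45894687 averaged 1.01 in neurons and 0.73 in HEK293FT cells, and those at 45894692 averaged 0.05 and -0.05. Of the 3 at 45894692, 1 passed as higher and 1 as lower in HEK293FT cells.

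Over the whole promoter 137 of 5251 substitutions passed in neurons, 69 higher and 68 lower, at 99 of 1771 positions. The 5 windows of 10 bases with the largest share of decreases held a minority of them, and clustering was not tested. In the window 45894288 to 45894297, upstream of exon 1, 9 of 30 substitutions were lower, among them G45894296A (-0.47 ± 0.19) and G45894294T (-0.46 ± 0.25, weaker in replicates 1 and 2). A repeat of the same sequence, GCGCGTGCGC, at 45894270 to 45894279 held 4 lower substitutions of 27. In exon 1, 4 of 30 were lower at 45894638 to 45894647, including C45894645A (-0.60 ± 0.10). In intron 1, 5 of 30 were lower at 45895143 to 45895152, next to A45895155C (-0.71 ± 0.11, adjusted p = 5.19e-07), the largest decrease. A TG repeat at 45895054 to 45895063 held 3 of 15, with a mean effect of 0.02. Besides the donor, 6 of 30 were higher at 45894739 to 45894748 and 4 of 30 at 45894717 to 45894726. T45893698A came second by size (-0.63 ± 0.32), but replicate 3 stood at -1.11 and the others between -0.50 and -0.44.

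Promoter deletions, of unknown length, passed more often than substitutions in neurons (72 of 1753, Fisher's exact p = 0.00200), though at a common unadjusted p of 0.001 the shares were 3.14% and 2.32% (p = 0.0649). The largest decrease was 45894960_deletion in intron 1 (-0.66 ± 0.20) and the next 45894265_deletion upstream of exon 1 (-0.57 ± 0.08). The substitution count was 54 under DESeq2, 24 under limma and 0 with edgeR without pairing within replicates (37 at an unadjusted p below 0.05), 63 with neuron replicates 1 and 2 summed, 84, 52 and 70 without replicate 1, 2 or 4, and 598 with reference elements up to 2 bases away summed. The mean donor increase lay between 0.93 and 1.04 in every setting tried.

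**Figure D2:**
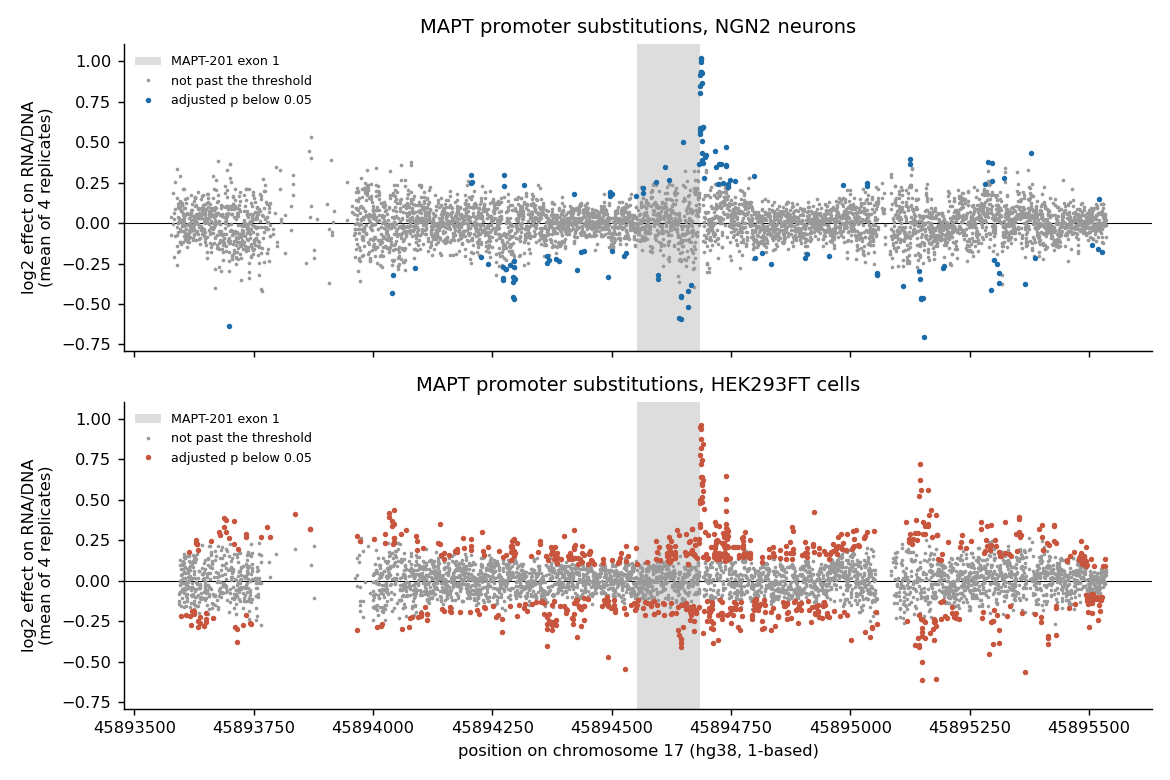
Each point is 1 substitution, placed by its position on chromosome 17 (hg38) and its mean log2 effect over 4 replicates in neurons (top) and HEK293FT cells (bottom), and colour marks an adjusted p below 0.05. The tallest group of points at the right edge of exon 1 (grey) is the splice donor, where 22 of 27 substitutions passed in neurons and 24 of 27 were higher in HEK293FT cells.

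Substitutions at the donor also raised activity in HEK293FT cells, with 24 of 27 substitutions higher and 2 lower and a mean of 0.83 ± 0.08 over the first 2 intron bases. G45894687C was less raised than in neurons (0.64 ± 0.08 against 1.02 ± 0.19, adjusted p of the difference 0.0158), and for the other 5 of these 6 substitutions the difference did not pass (adjusted p of 0.0855 to 1.00). T45894688C rose by 0.96 ± 0.21 and G45894686C by 0.95 ± 0.23. Just downstream in intron 1, 23 of 30 substitutions were higher at 45894735 to 45894744 and 15 of 30 at 45894713 to 45894722. The windows with the largest share lower were 45894704 to 45894713 (12 of 30), which meets the last of these, 45895149 to 45895158 (9 of 26), 45894426 to 45894435 (10 of 30), and 45894925 to 45894934 and 45895500 to 45895509 (9 of 30 each). In all, 811 of 4791 substitutions passed, 442 higher and 369 lower, at 579 of 1635 positions. The share that passed was 12.8% upstream of exon 1, 23.6% in exon 1 and 19.5% in intron 1, against 1.81%, 5.51% and 2.91% in neurons.

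The largest decreases in HEK293FT cells were T45895150A (-0.61 ± 0.18), C45895179A (-0.61 ± 0.11) and T45895366C (-0.56 ± 0.23) in intron 1, followed by G45894527T (-0.55 ± 0.16), at the first base of the annotated gene. T45895366C was also lower in neurons (-0.38 ± 0.04). G45894493C, 34 bases upstream, was lower in both cell types (-0.47 ± 0.07 in HEK293FT cells and -0.34 ± 0.13 in neurons). Promoter deletions passed in 424 of 1614 cases and the largest increase was 45895153_deletion in intron 1 (1.02 ± 0.12, adjusted p = 9.04e-18). The substitution count was 149 under DESeq2, 391 under limma, 10 without pairing within replicates and 540 without replicate 2, and 100 of the 811 had an effect outside the central 95% of scrambled pairs. C45894645G (-0.41 ± 0.07) had an effect of 0.00 when neighbouring reference elements were summed.

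Substitutions were then grouped by matches to a list of consensus motifs fixed beforehand, 10 of which had tested bases in neurons. Matches to NRF1, an activator of nuclear genes for mitochondrial proteins and of many promoters without a TATA box, stood out. In neurons 14 of 117 substitutions inside its 4 matches were lower (11.97%) against 54 of 5134 outside (1.05%, Fisher's exact adjusted p = 1.52e-09). Substitutions at a position share a reference element, so this test treats pairs as independent that are not. All but 1 of them lay in 2 matches with the sequence GCGCGTGCGC, at 45894270 to 45894279 and 45894288 to 45894297. Their mean effects were -0.13 ± 0.06 and -0.18 ± 0.11 (SD, n = 4). The decrease was smaller in replicates 1 and 2 (-0.08 and -0.09) than in replicates 3 and 4 (-0.17 and -0.27).

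The match at 45894400 to 45894409 held 0 lower substitutions of 30 in neurons and that at 45894497 to 45894506 held 1. In HEK293FT cells 9 of 117 were lower inside NRF1 matches (7.69%) against 7.70% outside (adjusted p = 1), and at 45894288 to 45894297 11 of 30 were higher. The difference itself was tested: 18 of 117 substitutions inside the matches were lower in neurons than in HEK293FT cells, against 38 of 4670 outside (Fisher's exact p = 2.51e-16). This difference was tested for NRF1 alone, the motif that passed in neurons, so the p-value does not allow for that choice. It also treats substitutions that share a reference element as independent. GC box, KLF-type, YY1, E-box, AP-2 and E2F matches did not pass in either cell type. The initiator, which marks transcription starts, passed in neurons by its median effect alone (-0.01 against 0.00, adjusted p = 0.00339). Under limma, which called 6 decreases in the promoter, and without pairing within replicates, no substitution inside NRF1 matches was lower. The odds ratio for a decrease inside NRF1 matches in neurons, 12.8, was 6.95 without replicate 4 (adjusted p = 0.0410), and the adjusted p lay between 4.28e-27 and 1 over the settings tried.

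The effects of alleles were next compared between the cell types. Of 6198 known alleles tested in both, 184 differed in effect, 78 with the higher value in neurons and 106 in HEK293FT cells, and of 4787 promoter substitutions 91 differed (35 and 56). These are shares of 2.97% and 1.90%. Scrambled pairs differed more often, in 141 of 1420 cases (9.93%). Passing this test therefore does not by itself set an allele apart from scrambled sequence. C45837342T was at -0.94 ± 0.06 in neurons and -0.01 ± 0.14 in HEK293FT cells (adjusted p = 3.49e-10). A45981378G was at 0.03 ± 0.44 in neurons and -1.26 ± 0.23 in HEK293FT cells (adjusted p = 1.25e-06). C45823443A moved in opposite directions, at -0.55 ± 0.26 and 0.35 ± 0.14 (adjusted p = 6.51e-07), and passed in each cell type.

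Some alleles in a stretch of intron 1 had opposite effects. G45895148T was at -0.46 ± 0.21 in neurons and 0.56 ± 0.14 in HEK293FT cells (adjusted p = 3.04e-06), and C45895144A at -0.30 ± 0.18 and 0.52 ± 0.09. Others there passed in 1 cell type, such as G45895148C (-0.47 ± 0.06 in neurons and -0.05 ± 0.09 in HEK293FT cells, adjusted p of the difference 0.0630) and T45895150A (0.04 ± 0.14 and -0.61 ± 0.18, adjusted p of the difference 0.00195). Nearby, 45895153_deletion was at -0.44 ± 0.12 in neurons and 1.02 ± 0.12 in HEK293FT cells (adjusted p = 4.68e-14). Calls overlapped more than chance would give: 31 known alleles passed in both cell types where 8.86 would for independent lists (Fisher's exact p = 4.91e-11), 22 in the same direction. For promoter substitutions the overlap was 74 against 22.5, with 67 in the same direction. For scrambled pairs it was 50 against 22.1, with 46 in the same direction, so the excess was not specific to genomic alleles. Across all tested alleles, which are not independent replicates, the correlation of effects was 0.127 for known variants, 0.337 for promoter substitutions and 0.294 for scrambled pairs. The count of 275 differences (known alleles and promoter substitutions together) was 89 under DESeq2 and 147 under limma, and 105, 119 and 174 without replicate 1, 2 or 4.

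**Figure D3:**
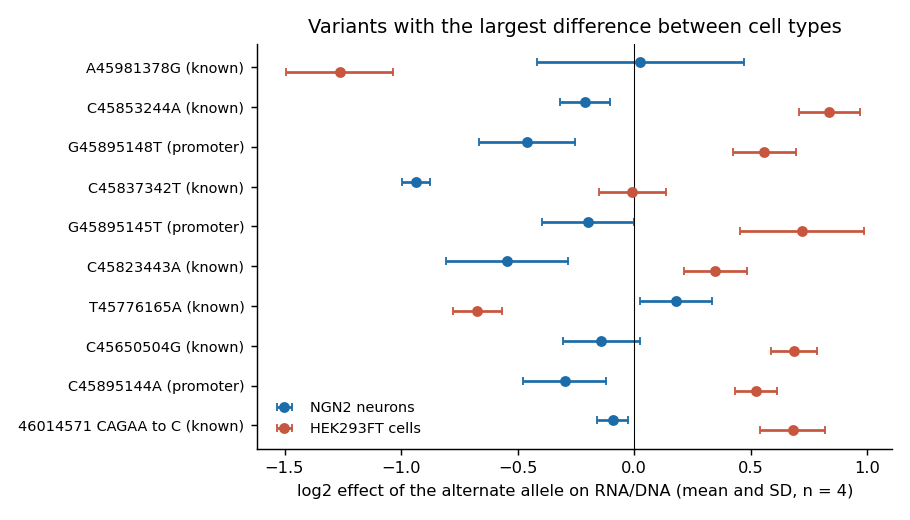
Mean log2 effect and SD (n = 4 replicates) of the 10 alleles with the largest difference between neurons (blue) and HEK293FT cells (red), each against its own reference element. Known alleles and promoter substitutions were ranked. Promoter deletions were not, and 45895153_deletion, with a larger difference (-0.44 in neurons and 1.02 in HEK293FT cells), is not shown. A45981378G stood at 0.03 in neurons and -1.26 in HEK293FT cells, and G45895148T at -0.46 and 0.56.

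Activity of the elements themselves was measured relative to the median negative control. In neurons the reference windows of known variants lay at a median of 0.09, scrambled elements at -0.14 and positive controls at 0.12. Of the 7348 reference windows, 12.1% lay above the 95th percentile of negative controls (0.31), as did 1.16% of 3102 scrambled elements and 19.8% of 101 positive controls. Of 8 promoters of other genes, 4 lay above that percentile, the highest of them DLG4 (0.68 ± 0.23), which encodes the postsynaptic scaffold PSD-95, and ACTB (0.48 ± 0.07), while SYT1 (0.12 ± 0.15) and WNK2 (-0.02 ± 0.02) did not differ from the median of negative controls (adjusted p = 0.158 and 0.640). Over all 29631 elements 9751 were higher and 5787 lower than the median of negative controls, shares of 32.9% and 19.5%. Of the 922 negative controls themselves 221 were higher and 208 lower, shares of 24.0% and 22.6%. Many controls passed this test, so a call by itself does not set an element apart from controls. Among elements that passed, the higher share was 62.8%, but 49.3% when centred on all elements and 86.1% when centred on scrambled elements.

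The group of windows with the highest mean in neurons spanned 45371704 to 45371983, between genes, with a mean of 0.72 ± 0.44. Its middle lay 24057 bases from the nearest start of ARHGAP27. The group split by replicate, at 0.35 over replicates 1 and 2 and 1.09 over replicates 3 and 4. Over replicates 1 and 2 alone other groups were higher, among them 45874886 to 45875150 at 0.46 and 45822051 to 45822305 at 0.44. Next came 45822051 to 45822305 in CRHR1 introns (0.45 ± 0.05), 45874886 to 45875150 (0.43 ± 0.06) and 45863203 to 45863540 (0.38 ± 0.05) in MAPT-AS1 introns, and 46046873 to 46047136 in an intron of KANSL1 (0.35 ± 0.01). The least active were 45816568 to 45816812 in CRHR1 introns (-0.31 ± 0.04) and 46024015 to 46024635 in the MAPT untranslated region (-0.26 ± 0.02). Without pairing within replicates 3048 elements passed in place of 15538.

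In HEK293FT cells reference windows lay at a median of 0.00 and positive controls at 0.28, and 5.41% of reference windows and 21.6% of positive controls exceeded the 95th percentile of negative controls (0.59). The most active groups lay in introns of KANSL1, at 46098899 to 46099521 (1.01 ± 0.15), 46076047 to 46076298 (0.68 ± 0.33) and 46086562 to 46086825 (0.65 ± 0.04), and in a MAPT intron at 45953995 to 45954339 (0.50 ± 0.07). The least active was 45915024 to 45915627 in another MAPT intron (-0.57 ± 0.06). The second of these groups was 0.52, 0.31, 1.01 and 0.90 in replicates 1 to 4. Scrambled elements lay at 0.03 and 5.90% of them exceeded the same percentile. Of 27067 elements 11126 were higher and 10770 lower than the median of negative controls, shares of 41.1% and 39.8% against 39.5% and 40.4% of the negative controls themselves. In place of 21896 elements, 14011 passed without pairing within replicates.

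Activity in neurons and in HEK293FT cells was compared across groups of windows, which are not independent replicates. Over the 155 groups with at least 10 reference windows the relation was weak and inverse, and passed by ranks alone: Pearson's r was -0.14 (permutation p = 0.0827) and Spearman's rank correlation -0.24 (permutation p = 0.00250). The r was -0.21 with neuron replicates 1 and 2 and -0.07 with neuron replicates 3 and 4. Of these groups 86 were more active in neurons and 55 in HEK293FT cells. The largest differences in favour of neurons were 45915024 to 45915627 in a MAPT intron (0.21 ± 0.06 and -0.57 ± 0.06) and 45803511 to 45804133 in CRHR1 introns (0.16 ± 0.03 and -0.52 ± 0.03). Those in favour of HEK293FT cells were the KANSL1 group 46098899 to 46099521 (0.20 ± 0.02 and 1.01 ± 0.15) and 46086562 to 46086825 (-0.05 ± 0.08 and 0.65 ± 0.04). By single element, 10179 of 26955 were higher in neurons and 10171 in HEK293FT cells, and of 823 negative controls 294 and 313. The share higher in neurons was 50%, but 46.7% when centred on all elements and 67.1% when centred on scrambled elements.

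**Figure D4:**
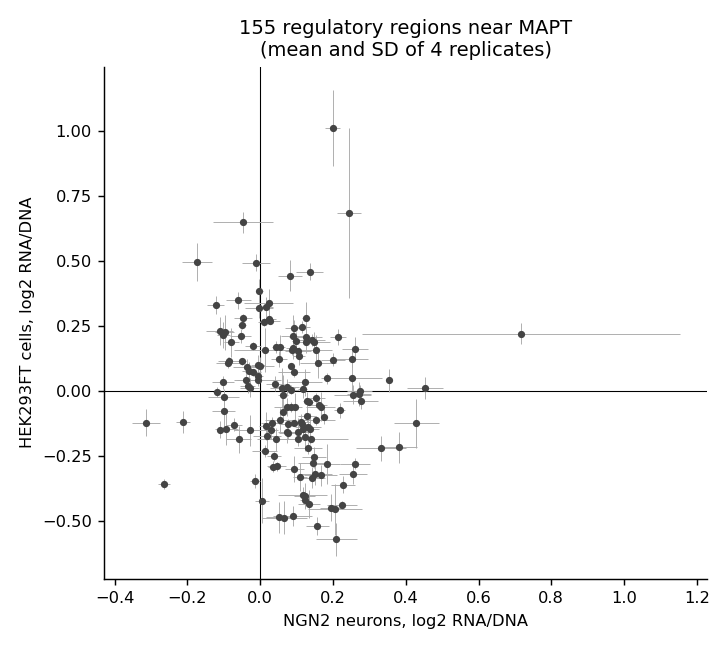
Each point is 1 of 155 groups of overlapping reference windows, with its activity in neurons (horizontal) and HEK293FT cells (vertical) as log2 RNA/DNA relative to negative controls, and bars give the SD over 4 replicates. The point at the top is the KANSL1 intron group at 1.01 in HEK293FT cells, and the point at the far right, with the widest horizontal bar, is the group near ARHGAP27 at 0.72 in neurons.

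Along the MAPT promoter the 2 cell types had different profiles. In neurons the 219 reference windows that held the exon 1 donor averaged -0.76 ± 0.05, against 0.13 ± 0.04 for the 436 windows on either side, a difference of -0.89 ± 0.03 that was below 0 in 4 of 4 replicates. In HEK293FT cells the same difference was -0.08 ± 0.07, also below 0 in 4 of 4 replicates. HEK293FT cells were most active over a block from 45894095 to 45894589, with a mean of 0.34 against -0.22 elsewhere. The block begins upstream of exon 1 and ends inside it. The highest neuron bin, 45894236 to 45894285 at 0.38 ± 0.09, lay in the same block, where the neuron bin 45894136 to 45894185 was at -0.05. HEK293FT cells were least active in intron 1, at -0.93 ± 0.06 in the bin 45894986 to 45895035.

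**Figure D5:**
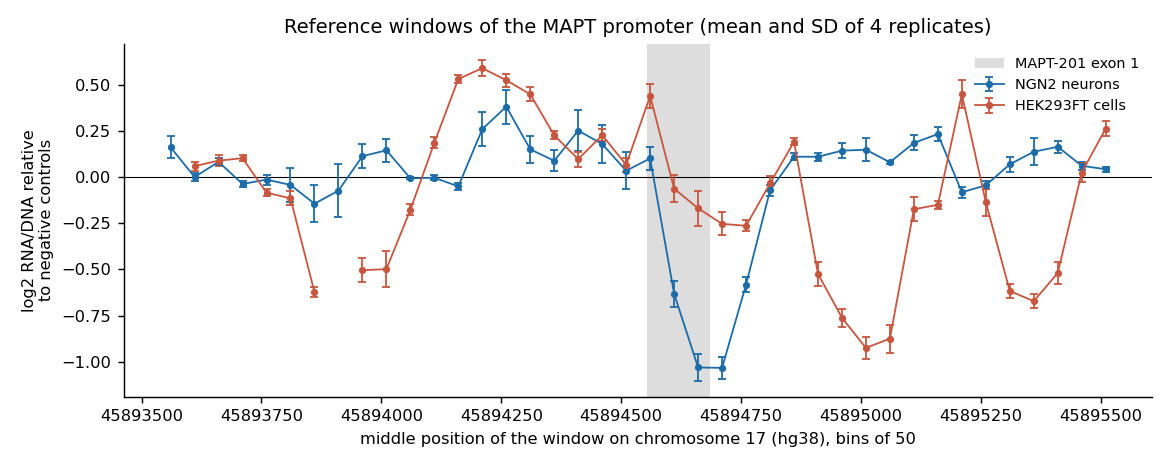
Mean activity and SD over 4 replicates of reference windows of the MAPT promoter in bins of 50 positions, by the middle position of the window on chromosome 17 (hg38), in neurons (blue) and HEK293FT cells (red). The neuron curve falls to -1.03 around the end of exon 1, and the HEK293FT curve is at 0.59 in the bin 45894186 to 45894235.

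Scrambled sequences, each with substitutions and deletions of its own, were tested by the same allele test. They passed it more often than known variants did. At a common unadjusted p of 0.001, scrambled substitutions passed in 2.77% of cases in neurons against 1.37% of known single-nucleotide variants (Fisher's exact p = 0.0194), and in 12.8% against 7.13% in HEK293FT cells (p = 3.74e-05). Pairs that share a reference are not independent, and with 1 substitution per reference neither difference passed (3 of 171, Fisher's exact p = 0.511, and 16 of 165, p = 0.220). At an adjusted p below 0.05, scrambled substitutions passed in 3.95% of cases in neurons and 24.0% in HEK293FT cells. At that threshold deletions in scrambled sequence, for which no trend was tested, passed in HEK293FT cells in 15.3% of cases for 1 base, 42.7% for 9 bases and 39.1% for 11 bases, and in neurons in 0 of 168, 7.02% and 6.43%, with the highest share, 7.74%, for 7 bases. At the unadjusted p of 0.001, and with substitutions at a position again sharing a reference, MAPT promoter substitutions passed more often than known single-nucleotide variants in both cell types (2.32% in neurons, Fisher's exact p = 0.000122, and 8.95% in HEK293FT cells, p = 0.000624) and not more often than scrambled substitutions (p = 0.538 and, in the other direction, 0.00961).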

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

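Tests chosen after the result was seen were those of shared barcodes and of depth, the tests of base-change size in scrambled sequence and of its barcodes in neurons, and the test of known variants that change a splice donor. The other tests in this part were set before their results were seen.

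In 98 sets of 4 replicates checked for 1 replicate far from the others, 3 stood out, fewer than the 4.9 that chance gives at about 1 in 20. They were T45893698A in neurons, at -1.11 in replicate 3 and -0.50 to -0.44 in the others, and 2 groups of windows in HEK293FT cells with narrow spreads. The group 45219148 to 45219930 was at 0.381 in replicate 2 and 0.305 to 0.315 in the others. The group 45803511 to 45804133 was at -0.573 in replicate 2 and -0.505 to -0.501 in the others.

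Some allele effects differed between cell types by the interaction test, given here as neurons minus HEK293FT cells. Among known variants these were A45981378G (1.29), C45853244A (-1.05), C45837342T (-0.93), C45823443A (-0.89), T45776165A (0.85), C45650504G (-0.83) and the deletion 46014571_altseq_CAGAA_to_C (-0.77), and among promoter substitutions G45895148T (-1.02), G45895145T (-0.92) and C45895144A (-0.82). Substitutions inside NRF1 matches had a median difference of -0.094. Groups of windows more active in neurons were 45915024 to 45915627 (0.78), 45803511 to 45804133 (0.68), 45890820 to 45891079 (0.67), 45988757 to 45989090 (0.66) and 45836272 to 45836511 (0.65). Those more active in HEK293FT cells were 46098899 to 46099521 (-0.81), 46086562 to 46086825 (-0.70), 45953995 to 45954339 (-0.67), 45776064 to 45776510 (-0.51) and 45219148 to 45219930 (-0.45).

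Windows of the MAPT promoter that hold the exon 1 donor were low in neurons, and base changes at the donor raised them. Few barcodes and GC content were argued against: donor windows had 0.58 times the barcodes of windows on either side, but promoter windows without the donor lay 0.87 higher when matched on barcodes and 0.89 higher when matched on GC content. A candidate explanation is that a splice donor on the plus strand of the element removes reporter RNA by splicing: elsewhere, windows with a strong plus-strand donor were lower than others of the same group by a mean of -0.061 ± 0.20 over 54 groups, 30 of them lower (sign-flip permutation p = 0.0292), minus-strand donors, not tested against these, gave -0.01 (p = 0.717), and HEK293FT cells gave -0.10 (p = 0.00883) and -0.05 (p = 0.264). The average drop elsewhere is far smaller than the -0.89 at the MAPT donor, which scored above 92.3% of annotated donors, and known variants that change a plus-strand donor decide nothing: outside the 10 largest effects in neurons, which prompted the test, 1 of 42 passed in the matching direction in neurons against 60 of 6669 others (Fisher's exact p = 0.319), and, without the same variants, 4 of 37 in HEK293FT cells (Fisher's exact p = 1). Splicing of the reporter itself was not measured, and a binding site at the same bases stays open as untested.

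More allele effects passed in HEK293FT cells than in neurons. Greater depth was argued against, since HEK293FT replicates had 0.43 times the barcodes per element, but a more sensitive test stays open: 77.6% of simulated effects of 0.25 were recovered there and 53.7% in neurons. Replicates that share barcodes would carry the same barcode noise, and for known variants the covariance of effects between HEK293FT replicates fell with the number of barcodes as this needs (log-log slope -0.69, bootstrap interval -0.84 to -0.54), which is consistent with shared barcodes making part of the 773 calls, though neurons, with fewer calls, gave -0.45 (-0.60 to -0.29). For promoter substitutions the slope was -0.027 (interval -0.19 to 0.13), and for scrambled pairs -0.03 (-0.26 to 0.22), so no fall with barcodes was seen there. Neurons gave -0.47 (-0.69 to -0.25) for promoter substitutions. All sets were read in the same HEK293FT libraries, and shared barcodes would be a property of the libraries. Barcode numbers there varied between replicates at 0.637 to 0.683 times the variance of independent draws. The slopes therefore do not decide whether shared barcodes made calls among promoter substitutions and scrambled pairs. A biological difference between the cell types stays open and was not tested apart from this.

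Scrambled pairs passed the allele test more often than known variants. The number of barcodes was argued against as the whole cause, since it predicted 0.60 times the share seen in HEK293FT cells (interval 0.46 to 0.82, references resampled), but stays open in neurons (0.53, interval 0.31 to 1.38). Larger base changes among scrambled deletions stay open. Substitutions alone passed more often (Fisher's exact p = 3.74e-05), but not as independent pairs. Longer deletions passed in larger shares than 1-base ones, a trend that was not tested. Sharing of 1 reference by several alleles stays open too: with 1 substitution per reference, 9.70% passed against 7.13% of known variants (Fisher's exact p = 0.220, 165 pairs). No biological explanation was tested.

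Other ways to split the same samples were counted with limma. For the tests within 1 cell type, turning the allele or RNA direction in some replicates gives 8 splits, too few for a share under 0.05. The real split gave 3 known variants, 24 promoter substitutions and 14008 active or inactive elements in neurons, and 389, 391 and 21655 in HEK293FT cells, and the highest other split gave 0 in each. Between cell types, the real split was the 1 of 35 with the most calls for allele effects (147, highest other 1) and for activity (20142, highest other 0), so chance division of the replicates can be excluded there.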

How the results depend on the processing

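Chosen after the data were seen were the alternatives with neighbouring references, with neuron replicates 1 and 2 summed, with scrambled elements as centre, and with effects outside those of scrambled pairs.

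Total counts of elements that differed from the median of negative controls (a test these controls pass nearly as often), and of those that differed in activity between cell types, stayed within 1.5 times the reported count under each alternative run, except without the replicate block, where activity passed for 3048 elements in neurons and 14011 in HEK293FT cells. Their directions depended on the centre: with scrambled elements as centre 17795 elements were higher and 2870 lower in neurons, in place of 9751 and 5787, and 6496 in place of 10171 were higher in HEK293FT cells than in neurons. Counts of allele effects depended on the test. DESeq2 gave 30 known variants and 54 promoter substitutions in neurons, 90 and 149 in HEK293FT cells, and 89 differences between cell types, and limma gave 3, 24, 389, 391 and 147. Without the replicate block edgeR gave 0, 0, 0 and 10 in the same order, and with a replicate block that pairs numbers across cell types, which did not pair, limma gave 66 differences. At an unadjusted p below 0.05 the 3 counts of 0 were 24, 37 and 59. RNA alone gave 179 known variants and 206 promoter substitutions in neurons. For these moved counts the cause was not tested.

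Leaving out 1 replicate gave 26 to 77 known variants and 52 to 149 promoter substitutions in neurons, 438 to 603 and 540 to 620 in HEK293FT cells, and 105 to 203 differences between cell types, with fewer samples. The lowest came without replicate 2, or without replicate 1 for the differences. With neuron replicates 1 and 2 summed 37 and 63 passed in neurons. Neighbouring references gave 598 promoter substitutions in neurons and 1799 in HEK293FT cells, which held 95 of the reported 137 and 566 of the 811, and the cause was not tested. Effects outside those of scrambled pairs left 38 known variants in neurons. In HEK293FT cells they left 101 known variants (30 higher and 71 lower, in place of 396 and 377) and 100 promoter substitutions. The limits there were -0.30 and 0.35, stricter for increases, so the shift towards decreases is in part set by them. Of the 1430 scrambled pairs behind these limits 960 were deletions. Scrambled substitutions alone had limits of -0.25 and 0.29.

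Motifs with lower substitutions in neurons numbered 0 under limma, 0 without the replicate block and 2 by median effect in place of 1. The odds for NRF1 were 0 under limma in place of 12.8, on few calls, and 6.95 without replicate 4. They were higher with neuron replicates 1 and 2 summed (23.1) and with RNA alone (19.5). Without the replicate block no call was left to compute them. C45894645G in HEK293FT cells went from -0.41 to 0.001 with neighbouring references. Of named alleles, 71 of 99 values for known variants in neurons kept direction and side of the threshold, 74 of 84 in HEK293FT cells, 142 of 164 and 135 of 146 for promoter substitutions, and 75 of 75 for differences between cell types. These shares are not comparable, since the differences were not run without the replicate block or with RNA alone. Without that block 10 of 10 known variants in HEK293FT cells lost the threshold. At a minimum of 20 barcodes 5 of the 10 differences could be tested.

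Not run, because the deposited tables hold element sums and no element with fewer than 10 barcodes, were a minimum of 5 barcodes, no filter, sums without the highest barcode, sums over barcodes with both counts, and rank tests over barcodes, for single alleles and for motifs. A summed tile reference was not run since each position has its own tile. At these depths 53.7% of simulated allele effects of 0.25 were recovered in neurons and 77.6% in HEK293FT cells.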

Other observations

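The test of known variants against splice donors was chosen after their effects were seen, and the 10 largest effects in neurons were left out of it.

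Of the 10 largest known effects in neurons, the 3 largest changed the best plus-strand splice donor of their window (score in bits over 9 bases, median of annotated donors 8.08). C45837342T raised the score from 8.03 to 11 and G45432606T from 6.22 to 10.6, and both lowered activity. G45788289A lowered the score from 10.4 to 5.88 and raised activity, as did A45978439C in a coding exon of MAPT, from 8.56 to 6.13. That these alleles may act on reporter RNA rather than on transcription is a hypothesis from their effects alone, and other variants that change a donor did not decide it (Fisher's exact p = 0.319). A45981418G went the other way, with a score raised from 5.21 to 7.23, below that median, and higher activity.

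In HEK293FT cells C45837342T was at -0.01 ± 0.14, G45788289A at 0.01 ± 0.15 and G45432606T at 0.03 ± 0.12 (SD, n = 4), while A45978439C was higher, as in neurons (0.18 ± 0.10, adjusted p = 0.0466), and substitutions at the MAPT exon 1 donor raised activity in both cell types. G45371780A, lower in neurons, left the plus-strand score at 7.77 and raised the minus-strand score from 6.48 to 11.3.

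Classes of base change in the promoter passed no test after adjustment over 12 tests. Substitutions that removed a CpG were lower in 18 of 866 cases in neurons against 50 of 4385 others (Fisher's exact p = 0.0320, adjusted p = 0.248), and higher in 11.1% against 8.82% in HEK293FT cells (adjusted p = 0.248).

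Promoters of other genes were not tested one by one for a difference between the cell types. GRB14 was at 0.27 ± 0.08 in neurons and 0.21 ± 0.09 in HEK293FT cells, DLG4 at 0.68 ± 0.23 and 0.42 ± 0.05, and RAB1A at 0.40 ± 0.26 and 0.06 ± 0.08. WNK2 was at -0.02 ± 0.02 in neurons and 0.54 ± 0.05 in HEK293FT cells. LMTK3, a kinase gene, was at 0.17 ± 0.06 and -0.81 ± 0.11, and SYT1, which encodes a calcium sensor of synaptic vesicles, at 0.12 ± 0.15 and -0.30 ± 0.15.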
